A study of Homo sapiens with 16 samples.

How the data were processed

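RNA was measured in 16 MCF-7 libraries, 4 in each of 4 groups that cross TOP1 siRNA or scrambled siRNA with an RNase H1 or an empty plasmid. Per the labels, cells were kept for 48 h after siRNA transfection, 2 ng of total RNA entered each CEL-Seq2 library, and read 1 had 12 bases and read 2 had 88. The authors deposited 1 table of counts, whole numbers per Ensembl gene and library that are not normalized. The submitters' processing notes name Trim Galore, FastQC, HISAT2, UMI-tools and featureCounts and the genome build hg38. Versions, the annotation, the length of the molecular barcode and the strand setting of the counting were not given in the sources used here. Each column was matched to a sample by its title, and 0 columns belonged to other samples. Groups came from sample titles.

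The table held 60664 genes, of which 25253 had a count in any library and 20055 had no symbol. GENCODE 44 held 60463 of the gene identifiers (99.7%) and gave the hg38 coordinates, spans and biotypes. Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr by group, which left 10345, libraries were scaled by TMM, and glmQLFit was fitted to the 4 group means over all 16 libraries with no covariate. glmQLFTest gave 6 contrasts: TOP1 KD, RNase H OE and both against control, both against each single treatment, and the interaction. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. Fold changes are log2. Their standard error (SE) was derived from the test, as the size of the fold change divided by the square root of its F statistic. It is unreliable for fold changes near 0. Abundances are CPM, counts scaled to a common library total with TMM factors, and a pseudocount of 1 was used for log2 CPM in comparisons between libraries. Depth ranged from 277077 to 2521540 counts, and floors of 3 counts cover counting error only.

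Fixed before the data were examined were the groups, the contrasts, the tests, 23 gene lists with 486 genes in all, the alternative settings and the rule for named genes. The lists are topoisomerases and repair of TOP1 lesions, RNase H2 and R-loop factors, p53 targets, estrogen receptor targets, interferon-stimulated genes, NF-kB targets, immediate early genes, ATF4 targets, endoplasmic reticulum chaperones, heat shock proteins, cholesterol synthesis, hypoxia and glycolysis, DNA replication, mitosis, double-strand break repair, cytosolic ribosomal proteins, mitochondrially encoded proteins, nuclear-encoded respiratory chain, the MCF-7 amplicons, snoRNA host genes, luminal epithelial markers, and markers of basal and mesenchymal cells and of blood and endothelium. Tests ran on 21 of them with camera (preset correlation 0.01), adjusted over the lists of a contrast, with camera at an estimated correlation and fry as alternatives. Numbers of members were counted over all genes and adjusted over the list alone.

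TOP1 and RNASEH1 were always named. Per contrast the rule named the 5 risen and 5 fallen genes with the largest log2 fold change among called genes with at least 20 CPM in the higher group and the 4 libraries of 1 group all above the 4 of the other. Per list it named up to 4 called members, or with none at most 2 by smallest p, given as values. Genes known by a clone identifier were skipped, and for contrasts other than TOP1 KD against control part of the value-only members is printed. Genes of histone families and some overlapping or antisense genes were marked as uncertain where named. Other named genes overlap counted genes without a mark, among them KRT8 with KRT18, DDIT3 with MARS1, NBN with DECR1 and PDCD4 with BBIP1. As the strand setting was not given, their reads may be divided between genes too.

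Gene length was tested on the difference in median log2 CPM between genes over 100 kb and under 10 kb, with a two-sided exact permutation test over the 70 splits of 4 against 4. For contrasts that share the control, unchanged groups were simulated and the controls were split. Replicates were compared by chi-square per degree of freedom over 24 pairs within groups, which ranged from 2.37 to 6.63 with 0 identical pairs, so every library counted as 1 replicate. Alternatives set at that time were RLE and upper-quartile scaling, no filter, at least 10 counts in at least 12 libraries, DESeq2 1.42.0, limma-voom (limma 3.58.1), a fit on only the groups compared, a replicate block, counts thinned to the smallest library, each library left out, other span limits of 200 and 20 kb, a term for GC content (a value for 99.9% of tested genes), Spearman correlation and genes above median abundance. The log2 library total as a covariate, with and without 1 library, sample quality weights, lists without that library at both correlations and the agreement of effects with each library left out were added after the data were seen. Lists were not tested in the other fits with a library left out. The scripts were tested on simulated data with 50 genes changed at each of 4 fold sizes before they were run on the deposited counts.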

Results

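Messenger RNA was measured in MCF-7, an established human breast cancer line that expresses the estrogen receptor, with CEL-Seq2, a method that copies the 3′ ends of transcripts and tags each molecule with a random barcode before amplification. The 16 libraries fall into 4 groups of 4. Control cells received a scrambled siRNA and an empty plasmid that carries GFP. TOP1 KD cells received a pool of siRNAs against TOP1 with the empty plasmid. RNase H OE cells received the scrambled siRNA with an RNase H1 plasmid, and the combined group received the TOP1 siRNAs with the RNase H1 plasmid. TOP1 encodes topoisomerase I, which relaxes supercoiled DNA, and RNase H1 removes RNA that is paired with DNA. The labels do not say that replicates came from separate cultures, so p-values measure only the spread between these libraries, which may be technical. Control replicates 1 to 4 held 2248230, 1266820, 1710450 and 1457580 counts, and TOP1 KD replicates held 1666370, 1142490, 853419 and 1357430. RNase H OE replicates held 972651, 1191440, 1518410 and 1030350 counts, and replicates of the combined group held 2521540, 2087770, 1442280 and 277077. Each library detected 13573 to 16654 genes, and 3 counts correspond to a scaled count (CPM) of 1.19 in the deepest library and 10.8 in the shallowest. Replicate 4 of the combined group, the shallowest library, had a median correlation of 0.802 with the other libraries, against 0.932 for the next lowest.

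Abundance of TOP1 (ENSG00000198900, chromosome 20, 41028822 to 41124487, hg38) was 145, 159, 143 and 133 CPM in the control libraries and 49.0, 44.2, 53.4 and 47.2 CPM in the TOP1 KD libraries. It was 253, 152, 159 and 234 CPM in the RNase H OE libraries and 47.0, 57.6, 52.1 and 81.2 CPM in the combined group, so all 8 libraries that received TOP1 siRNAs lay below all 8 that did not. RNASEH1 (ENSG00000171865), the gene for RNase H1, stood at 216 ± 33.9 CPM in control, 178 ± 14.6 in TOP1 KD, 206 ± 20.9 in RNase H OE and 200.9 ± 32.3 in the combined group (SD, n = 4 each). Its log2 fold change in RNase H OE against control was -0.06 ± 0.15 (SE, edgeR adjusted p = 0.989). A 3′ tag counts the plasmid's transcript only if that transcript ends in the annotated 3′ region, which the labels do not say, so RNASEH1 does not check the overexpression label.

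**Figure D1:**
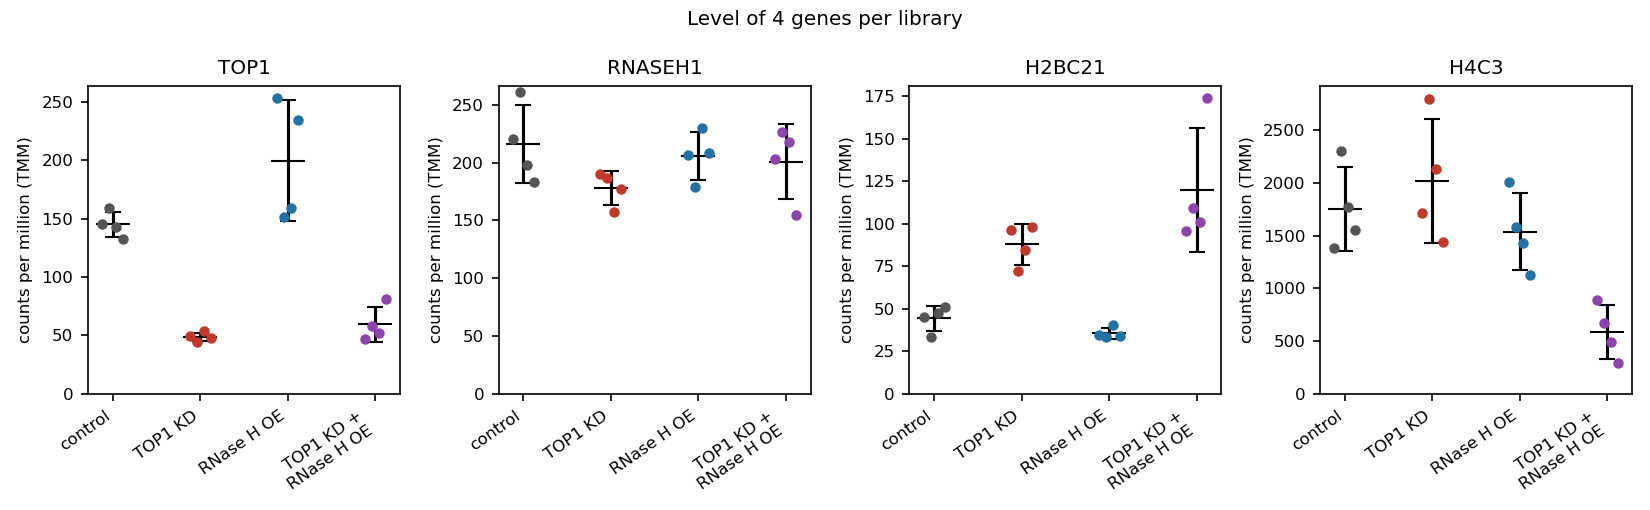
Scaled counts (CPM, linear axis from 0) of TOP1, RNASEH1, H2BC21 and H4C3 in each of the 16 libraries, by group, with 1 point per library and a bar for the mean ± SD (n = 4). TOP1 averaged 145 CPM in control and 48.5 CPM in TOP1 KD, and H4C3 averaged 584 CPM in the combined group against 1753 CPM in control.

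The first comparison, TOP1 KD against control, asks which transcripts change when TOP1 is depleted for 48 h. TOP1 itself fell 2.99-fold, by 1.58 ± 0.19 on the log2 scale (SE, n = 4 against 4, edgeR adjusted p = 1.92e-05). POLR3G (ENSG00000113356, chromosome 5, 90471748 to 90514557), which encodes a subunit of RNA polymerase III, fell by 1.65 ± 0.32, and CAV2 (ENSG00000105971, chromosome 7, 116287380 to 116508541), which encodes a caveolin of membrane invaginations, fell by 1.18 ± 0.23. H2BC21 (ENSG00000184678, chromosome 1, 149884459 to 149886682), a histone H2B gene whose transcript can be polyadenylated, rose by 0.99 ± 0.19. EPPK1 (ENSG00000261150, chromosome 8, 143857324 to 143878467), which encodes the cytoskeletal linker epiplakin, rose by 0.93 ± 0.18 (adjusted p = 0.0422 for each of these 4 genes). H2BC21 belongs to a family of near-identical histone genes and POLR3G overlaps MBLAC2, so reads may be divided between genes in both cases.

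Luminal epithelial markers rose as a list in TOP1 KD, with 10 of 14 members above 0, a median log2 fold change of 0.33 and a camera adjusted p of 0.000377. With an estimated correlation the adjusted p was 0.0273, and it was 0.0798 with that and without combined replicate 4. Its leading members were the keratin genes KRT8 at 0.73 ± 0.17 (adjusted p = 0.0775) and KRT18 at 0.55 ± 0.15 (adjusted p = 0.148), which encode the paired keratins of simple epithelia. No member passed over all genes, and 3 were higher when adjusted over the list alone. Cholesterol synthesis genes rose as a list, with 16 of 18 members above 0 and a median of 0.27 (camera adjusted p = 0.0161, and adjusted p = 0.0753 with an estimated correlation). SQLE, which encodes squalene epoxidase, stood at 0.48 ± 0.16 and DHCR7, which encodes an enzyme of the last steps, at 0.37 ± 0.14. Targets of the tumour suppressor p53 rose as a list, with 19 of 22 members above 0 and a median of 0.19 (camera adjusted p = 0.0291, and adjusted p = 0.0753 with an estimated correlation). SESN1 stood at 0.88 ± 0.48 (0.57 without TOP1 KD replicate 3) and TIGAR at 0.75 ± 0.44. Neither of these lists had a member that passed, over all genes or adjusted over the list alone.

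Double-strand break repair genes fell as a list in TOP1 KD, with 17 of 21 members below 0, a median of -0.27 and a camera adjusted p of 0.0079 (adjusted p = 0.0753 with an estimated correlation). MRE11 and NBN, which encode partners in the complex that senses and trims DNA ends, stood at -0.90 ± 0.30 (adjusted p = 0.283) and -0.59 ± 0.18 (adjusted p = 0.191). No member passed over all genes and 1 was lower when adjusted over the list alone. DNA replication genes fell as a list, with 13 of 20 members below 0 and a median of -0.15 (camera adjusted p = 0.0213, and adjusted p = 0.0753 with an estimated correlation). CDC6, which helps load the replicative helicase, stood at -0.53 ± 0.23 and CHAF1A, which encodes a subunit of a histone chaperone at new DNA, at -0.42 ± 0.19. Host genes of small nucleolar RNAs fell as a list, with 11 of 13 members below 0 and a median of -0.14 (camera adjusted p = 0.0291, and adjusted p = 0.458 with an estimated correlation). SNHG8 stood at -0.56 ± 0.20 and DANCR at -0.46 ± 0.16. Cytosolic ribosomal protein genes rose as a list, with 61 of 71 members above 0 and a median of 0.13 (camera adjusted p = 0.0161, and adjusted p = 0.763 with an estimated correlation). RPL30 stood at 0.43 ± 0.20 and RPL23A at -0.30 ± 0.15. With the log2 library total as a covariate the list had a median of 0.04 (adjusted p = 0.625), and without combined replicate 4 as well it was -0.08 (0.0509). The covariate also moved the medians of double-strand break repair to -0.18 and snoRNA hosts to -0.32, and both stayed called. No member of the last 3 lists passed, over all genes or adjusted over the list alone. The share of counts in ribosomal protein genes was higher in shallower libraries over all 16 (Pearson r = -0.815 and Spearman rho = -0.897 with log2 library total, permutation p = 1e-05 each). That p is the smallest that 100000 resamples can give, and 1 relation was computed. Without the 2 libraries farthest from the median depth r was -0.784. Mean depth was 1670770 ± 425701 counts in control and 1254930 ± 343339 in TOP1 KD (SD, n = 4 each).

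Lists that did not pass in TOP1 KD included topoisomerases and repair of TOP1 lesions, with a median of -0.13 (camera adjusted p = 0.331), where TDP1 stood at -0.30 ± 0.18 (-0.49 without TOP1 KD replicate 1) and TOP2A at -0.28 ± 0.19. RNase H2 and R-loop factors had a median of -0.00 (0.583), with BRCA1 at -0.48 ± 0.25 (-0.30 without TOP1 KD replicate 2) and AQR at -0.41 ± 0.23 (-0.69 without TOP1 KD replicate 4). Estrogen receptor targets stood at -0.15 (0.302), with RET at 0.35 ± 0.15 and AREG at -0.32 ± 0.14. The 6 interferon-stimulated genes stood at -0.45 (0.146), with BST2 at -0.98 ± 0.41 and OAS1 at -0.74 ± 0.33. Immediate early genes had a median of 0.03 (0.664), with EGR1 at -0.50 ± 0.18. The 5 NF-kB targets had a median of -0.01 (0.916), with TNFAIP2 at -0.82 ± 0.29 and NFKBIA at 0.50 ± 0.19, where 1 was higher and 1 lower when adjusted over the list alone. ATF4 targets stood at 0.11 (0.539), with SLC7A11 at -0.69 ± 0.26, and endoplasmic reticulum chaperones at -0.01 (0.916). Heat shock proteins stood at 0.09 (0.376), with HSPB1 at 0.43 ± 0.20, and hypoxia and glycolysis genes at 0.10 (0.523), with NDRG1 at 0.39 ± 0.18. Mitosis genes stood at -0.05 (0.291), with BIRC5 at 0.39 ± 0.19, and nuclear-encoded respiratory chain genes at -0.07 (0.291), with CYCS at -0.33 ± 0.17. With the log2 library total as a covariate mitosis passed at -0.09 (camera adjusted p = 0.0276). With it and without combined replicate 4 the respiratory chain passed at -0.11 (0.02125). Genes of the 17q23 and 20q13 amplicons of MCF-7 stood at -0.00 (0.916), with RNFT1 at -0.93 ± 0.28 and NCOA3 at 0.41 ± 0.14. The 4 tested basal and mesenchymal markers had a median of 0.63 (0.552), with COL1A1 at 1.89 ± 0.52 (adjusted p = 0.142) and COL3A1 at -1.19 ± 0.32 (adjusted p = 0.111). Of these 4, 2 were higher and 1 lower when adjusted over the list alone. For immediate early genes, endoplasmic reticulum chaperones and the amplicons, the median, the mean and the direction of the test differed in sign. Markers of blood and endothelium had 1 tested member of 15, HBA1 at 0.06 ± 0.27, and summed to 28.0 to 38.7 CPM in control and 22.1 to 46.4 CPM in TOP1 KD. Basal and mesenchymal markers summed to 69.3 to 122 CPM in control and 63.9 to 84.0 CPM in TOP1 KD. All 13 mitochondrially encoded protein genes had 0 counts in every library, so that list was not tested.

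**Figure D2:**
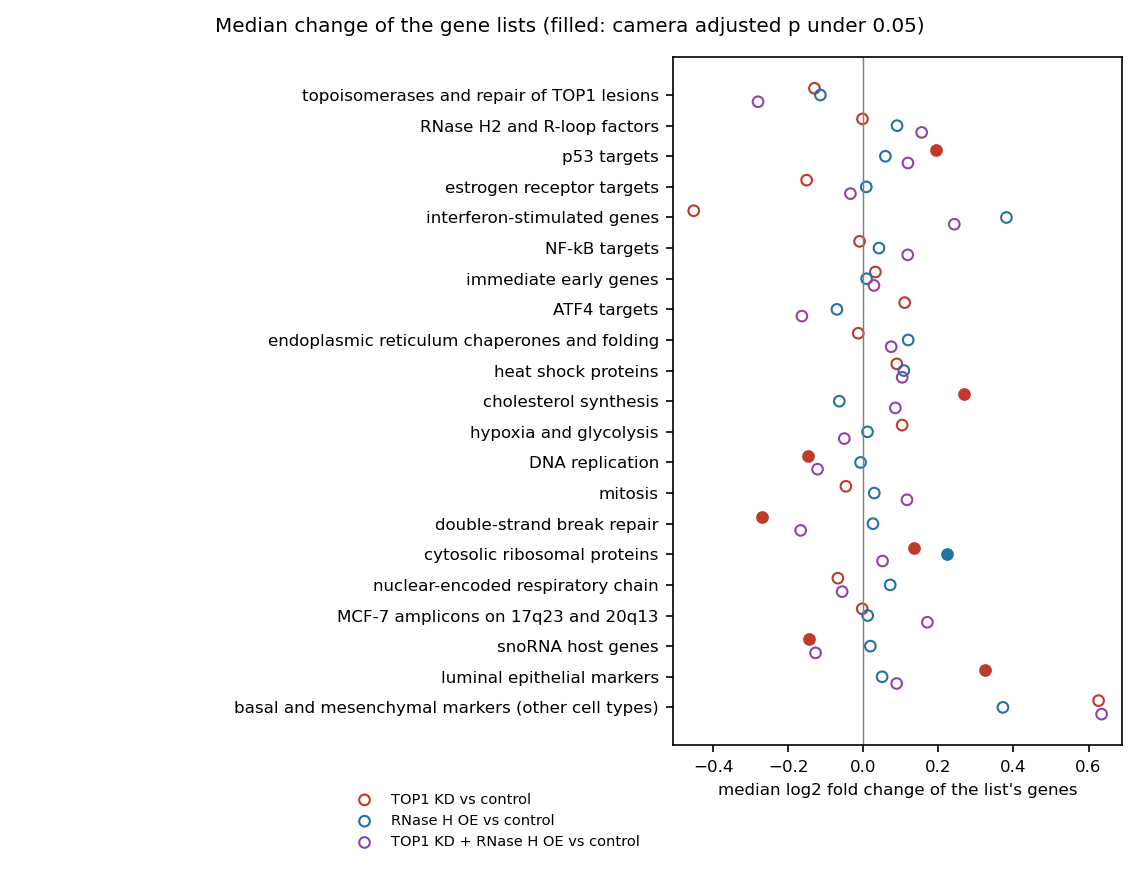
Median log2 fold change of the tested members of each of 21 gene lists (vertical axis) against control for TOP1 KD, RNase H OE and the combined group, with filled points where camera's adjusted p was under 0.05. In TOP1 KD 7 lists are filled, with luminal markers at 0.33, in RNase H OE ribosomal proteins are filled at 0.22, and none is filled in the combined group.

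Of 10345 tested genes, edgeR called 5 between TOP1 KD and control, 2 higher and 3 lower, and 1035 (10.0%) had an unadjusted p under 0.05. The count was 1 without control replicate 1, 2 or 3, RNase H OE replicate 2, TOP1 KD replicate 2 or 3, or combined replicate 1, 2 or 3. It was 2 without TOP1 KD replicate 4, 3 without control replicate 4 or TOP1 KD replicate 1, 11 and 12 without RNase H OE replicates 1 and 4, and 56 (29 higher, 27 lower, all 5 calls kept) without combined replicate 4. It was 1 with upper-quartile scaling or limma-voom (TOP1, 0 higher and 1 lower) and 60 with DESeq2, so POLR3G, CAV2, H2BC21 and EPPK1 passed in some settings only.

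The comparison of RNase H OE with control asks what the plasmid does to transcripts when TOP1 is present. HNRNPL (ENSG00000104824, chromosome 19, 38836370 to 38852347), which encodes an RNA-binding regulator of splicing, rose 2.17-fold, by 1.12 ± 0.20 on the log2 scale (SE, n = 4 against 4, edgeR adjusted p = 0.0391). It stood at 317, 399, 305 and 637 CPM in RNase H OE and at 236, 184, 143 and 196 CPM in control, and a long noncoding RNA overlaps it on the same strand. Cytosolic ribosomal protein genes rose as a list, with 62 of 71 members above 0 and a median of 0.22 (camera adjusted p = 2.12e-07, and adjusted p = 0.889 with an estimated correlation). RPL23 stood at 0.39 ± 0.19 and RPS25 at 0.59 ± 0.29 (0.07 and 0.27 without RNase H OE replicate 4), and no member passed over all genes or adjusted over the list alone. Mean depth in RNase H OE was 1178210 ± 244968 counts (SD, n = 4), below that of control, and ribosomal protein share fell with depth as given above. With the log2 library total as a covariate the list's adjusted p was 0.0642, and with that covariate and without combined replicate 4 its median was -0.04 (adjusted p = 0.659).

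The other 20 lists did not pass in RNase H OE, and their camera adjusted p was 0.366 or more. With the covariate and without combined replicate 4, interferon-stimulated genes passed at a median of 0.53 (adjusted p = 0.0273 at the preset correlation). Their adjusted p with an estimated correlation was 0.889 in the 16 libraries. Interferon-stimulated genes had a median of 0.38, with OAS1, which encodes a sensor of double-stranded RNA, at 0.85 ± 0.29 and ISG15 at 0.61 ± 0.28 (0.24 without RNase H OE replicate 2), and 1 of 6 was higher when adjusted over the list alone. Immediate early genes had a median of 0.01, with the transcription factor gene EGR1 at 0.75 ± 0.17 (adjusted p = 0.247), the single member higher when adjusted over the list alone, and JUND at 0.65 ± 0.24. SETX, which encodes a helicase that unwinds RNA from DNA, stood at 0.60 ± 0.23. CALR stood at 0.55 ± 0.22, MCM4 at 0.42 ± 0.18, FANCD2 at 0.37 ± 0.21, KRT8 at 0.30 ± 0.17 and GATA3 at 0.27 ± 0.13. With 1 RNase H OE library left out, SETX fell to 0.39 and FANCD2 to 0.20 (replicate 3), CALR to 0.30 (replicate 4), and MCM4 to 0.18 and KRT8 to 0.19 (replicate 1). TOP1 had a log2 fold change of 0.45 ± 0.17 (adjusted p = 0.984). The median, the mean and the test differed in sign for estrogen receptor targets, NF-kB targets, hypoxia and glycolysis, DNA replication and mitosis. Summed basal and mesenchymal markers were 80.6 to 115 CPM and blood and endothelial markers 26.02 to 32.9 CPM. edgeR called 1 of 10345 genes, and 502 (4.85%) had an unadjusted p under 0.05. DESeq2 called 5 genes and limma-voom 0. HNRNPL was not called with upper-quartile scaling or without control replicate 2, 3 or 4, RNase H OE replicate 2 or 4, TOP1 KD replicate 1, 2 or 3, or combined replicate 2 or 3. Its adjusted p was 0.560 without RNase H OE replicate 4, while 2 genes were called without control replicate 1 or RNase H OE replicate 1.

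The comparison of the combined group with control asks what both treatments do together. TOP1 fell 2.62-fold, by 1.39 ± 0.19 on the log2 scale (SE, n = 4 against 4, edgeR adjusted p = 0.000292). Among the genes that rose, H2BC21 gained 1.34 ± 0.19 (adjusted p = 0.000536), and PDCD4 (ENSG00000150593, chromosome 10, 110871795 to 110900006), which encodes an inhibitor of translation initiation, gained 1.17 ± 0.22 (adjusted p = 0.00899). HIPK3 (ENSG00000110422, chromosome 11, 33256672 to 33357023), a protein kinase gene, rose by 1.23 ± 0.30 (adjusted p = 0.0408). The antisense transcripts TMPO-AS1 (ENSG00000257167, chromosome 12, 98512973 to 98516422) and ZBTB11-AS1 (ENSG00000256628, chromosome 3, 101676424 to 101679217) rose by 1.15 ± 0.28 and 1.34 ± 0.33 (adjusted p = 0.0408 and 0.0441). CDH1 (ENSG00000039068, chromosome 16, 68737292 to 68835537), which encodes E-cadherin of epithelial junctions, rose by 0.77 ± 0.18 (adjusted p = 0.0408). Without combined replicate 4, where it stood at 998 CPM against 423, 460 and 540 in the rest of the group, CDH1 gained 0.45 (adjusted p = 0.0946), and it was also not called without any 1 of the 4 control replicates. The strand setting of the counting was not given in the sources used here, so reads of TMPO-AS1 and TMPO, and of ZBTB11-AS1 and ZBTB11, cannot be told apart.

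Among the genes that fell in the combined group, RNU4ATAC (ENSG00000264229, chromosome 2, 121530881 to 121531007), the small nuclear RNA gene of the minor spliceosome, which lies within CLASP1, fell by 2.36 ± 0.42 (adjusted p = 0.00678). H4C3 (ENSG00000197061, chromosome 6, 26103933 to 26104337), a replication-dependent histone H4 gene that overlaps H2BC4, fell by 1.55 ± 0.24 (adjusted p = 0.001), from 1753 ± 402 CPM in control to 584 ± 257 CPM (SD, n = 4 each). COL3A1 (ENSG00000168542, chromosome 2, 188974373 to 189012746), which encodes a fibrillar collagen, fell by 1.63 ± 0.33 (adjusted p = 0.0132). ZBED3 (ENSG00000132846, chromosome 5, 77072072 to 77087285), a zinc finger gene, fell by 1.50 ± 0.29, and MUC5B (ENSG00000117983, chromosome 11, 1223066 to 1262172), which encodes a secreted mucin, by 1.39 ± 0.25 (adjusted p = 0.0115 and 0.00784). FANCD2 (ENSG00000144554, chromosome 3, 10026370 to 10101932), which acts in repair of DNA crosslinks, fell by 0.93 ± 0.23 and DANCR (ENSG00000226950, chromosome 4, 52712325 to 52723623), a host gene of small nucleolar RNAs, by 0.68 ± 0.16 (adjusted p = 0.0422 and 0.0408).

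No list passed camera in the combined group against control, where the lowest adjusted p was 0.11. Under fry, which tests whether a list's genes move on balance 1 way, 2 passed, topoisomerases and repair of TOP1 lesions (median -0.28, adjusted p = 0.0338) and DNA replication (adjusted p = 0.0233). Within groups the mean log2 CPM of the topoisomerase list rose by 0.222 ± 0.030 (SE) per doubling of depth in all 16 libraries. Without combined replicate 4, the shallowest, it rose by 0.103 ± 0.056. Fry was not run without that library, so whether either pass rests on it was not tested. In DNA replication, which had a median of -0.12, 4 of 20 members were lower when adjusted over the list alone, and MCM7, a subunit gene of the replicative helicase, stood at -0.55 ± 0.15 (adjusted p = 0.073). Of the snoRNA host genes, with a median of -0.13, 3 were lower when adjusted over the list alone. Without combined replicate 4, an omission chosen after the data were seen, camera called DNA replication at -0.18, double-strand break repair at -0.29 and snoRNA host genes at -0.14 (adjusted p = 0.0443 each). With an estimated correlation as well none of the 3 passed (adjusted p = 0.238, 0.295 and 0.496). Members of other lists given by value were RNASEH2A at -0.60 ± 0.16 (adjusted p = 0.0608), ZNF217 at 0.82 ± 0.22 (0.0677), and EGR1 at -0.68 ± 0.18 (0.073). AURKB stood at -0.53 ± 0.15 (0.0795), HMGCR at 0.67 ± 0.20 (0.0926) and BUB1 at 0.78 ± 0.24 (0.106). TNFRSF10B stood at 0.72 ± 0.22, TOP2B at 0.50 ± 0.17, SESN1 at 1.26 ± 0.46, RPS2 at -0.31 ± 0.15 (-0.19 without control replicate 2) and COX6C at 0.67 ± 0.27. Without combined replicate 4, ZNF217 stood at 0.41 (0.196) and COX6C at 0.32 (0.582). Signs of the median, mean and test differed for immediate early genes and for hypoxia and glycolysis. Basal and mesenchymal markers summed to 71.4 to 130 CPM and blood and endothelial markers to 18.0 to 38.8 CPM, and combined replicate 4 held the value of 130 CPM.

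edgeR called 82 genes between the combined group and control, 29 higher and 53 lower, of which 73 are protein-coding and 7 are long noncoding RNAs, and 1605 (15.5%) had an unadjusted p under 0.05. The count was 29, 19, 14 and 30 without control replicates 1 to 4, 131 without RNase H OE replicate 4, 48 without TOP1 KD replicate 1, and 44 and 15 without combined replicates 2 and 3. Without combined replicate 4 it was 62, with 58 of the 82 kept. Of the genes named above, CDH1, HIPK3, TMPO-AS1, ZBTB11-AS1, FANCD2 and DANCR were not called then. H2BC21, H4C3 and RNU4ATAC were called in every setting in which they were tested. Clustered histone transcripts such as that of H4C3 mostly lack a poly(A) tail, so a 3′ tag may count few of them. With the strand setting not given, reads of RNU4ATAC and CLASP1 cannot be told apart.

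RNase H OE within TOP1 KD, the combined group against TOP1 KD, asks what the plasmid does once TOP1 is depleted. H4C3 fell by 1.75 ± 0.24 on the log2 scale (SE, n = 4 against 4, edgeR adjusted p = 0.00032), from 2021 ± 591 CPM to 584 ± 257 CPM (SD). The other two called genes fell outside the naming rule and were named after their values were seen. RNU4ATAC fell by 2.40 ± 0.42 (adjusted p = 0.0164), and the long noncoding RNA gene ENSG00000287001 (chromosome 19, 50095898 to 50148302) fell by 1.36 ± 0.26 (adjusted p = 0.0327). Interferon-stimulated genes rose as a list, with 6 of 6 above 0 and a median of 0.58 (camera adjusted p = 0.0388, and adjusted p = 0.863 with an estimated correlation). OAS1 stood at 0.93 ± 0.34 and OAS3 at 0.58 ± 0.27 (0.38 without combined replicate 4). With a replicate block this list had a median of 0.47 and did not pass (camera adjusted p = 0.0579). ATF4 targets, genes of the integrated stress response, fell as a list, with 12 of 15 below 0 and a median of -0.27 (camera adjusted p = 0.0302, and adjusted p = 0.863 with an estimated correlation). DDIT3 stood at -1.34 ± 0.40 (adjusted p = 0.179) and SESN2 at -0.60 ± 0.20. With the log2 library total as a covariate and without combined replicate 4 neither list passed, with medians of 0.23 for interferon-stimulated genes (adjusted p = 0.483) and -0.13 for ATF4 targets (0.454). In the first list no member, and in the second 2 lower members, passed when adjusted over the list alone, and no member of either passed over all genes.

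Other lists in that comparison did not pass camera. Mitosis genes had a median of 0.18 (adjusted p = 0.0719), with CDK1 at 0.50 ± 0.20 (0.33 without combined replicate 4), and the amplicon genes 0.14 (0.0927), with PFDN4 at 0.59 ± 0.17. Luminal markers had a median of -0.20 (0.102), with 1 higher and 4 lower when adjusted over the list alone. SPDEF stood at -0.81 ± 0.19 (0.132) and MUC1 at -0.87 ± 0.29. TOP2B, the gene of a type II topoisomerase, stood at 0.75 ± 0.18 (0.132), FANCD2 at -0.83 ± 0.23 and MCM7 at -0.52 ± 0.15, and 3 DNA replication genes were lower when adjusted over the list alone. Signs differed between median, mean and test for endoplasmic reticulum chaperones, hypoxia and glycolysis, DNA replication and snoRNA hosts. Without combined replicate 4, ribosomal proteins at -0.21 (camera adjusted p = 1.05e-05) and luminal markers at -0.25 (0.0164) passed, and ATF4 targets at -0.17 (0.078) did not. With an estimated correlation as well, ribosomal proteins (adjusted p = 0.839) and luminal markers (0.819) did not pass. With the log2 library total as a covariate instead, also without combined replicate 4, ribosomal proteins turned to 0.14 (camera adjusted p = 0.0237). edgeR called 3 genes, all lower, and 1594 (15.4%) had an unadjusted p under 0.05. DESeq2 called 140, 27 higher and 113 lower, and limma-voom 1. The edgeR count was 1 without TOP1 KD replicate 2 or 3 or combined replicate 2 or 3, and 5 without TOP1 KD replicate 4.

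TOP1 KD within RNase H OE, the combined group against RNase H OE, repeats the first comparison in other libraries and with the plasmid present. TOP1 fell 3.58-fold, by 1.84 ± 0.19 on the log2 scale (SE, n = 4 against 4, edgeR adjusted p = 7.64e-07). H2BC21 rose by 1.65 ± 0.20 (adjusted p = 2.46e-05), PNRC1 (ENSG00000146278, chromosome 6, 89080751 to 89085160), which encodes a nuclear receptor coactivator, by 1.25 ± 0.22 (0.00331). BNIP2 (ENSG00000140299, chromosome 15, 59659146 to 59689339) rose by 1.54 ± 0.31 (0.0256), ZBTB11-AS1 by 1.54 ± 0.36 (0.0449) and PDCD4 by 0.95 ± 0.22 (0.0464). EGR1 (ENSG00000120738, chromosome 5, 138465479 to 138469303), an immediate early transcription factor gene, fell by 1.43 ± 0.18 (adjusted p = 3.21e-05), and FANCD2 by 1.296 ± 0.23 (0.0036). ZBED3 fell by 1.71 ± 0.30 (0.00331), RNU4ATAC by 1.83 ± 0.43 (0.0466), COL3A1 by 1.59 ± 0.33 (0.0276) and PALM3 (ENSG00000187867, chromosome 19, 14053363 to 14062076), a paralemmin gene, by 1.68 ± 0.38 (0.0425). RNU4ATAC and PDCD4 stayed called in 13 of 28 alternative settings, ZBTB11-AS1 in 14 of 27 and PALM3 in 16 of 27. TOP1, H2BC21, PNRC1, EGR1 and ZBED3 stayed called in all 28.

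Host genes of small nucleolar RNAs fell as a list in that comparison, with 13 of 13 below 0 and a median of -0.15 (camera adjusted p = 0.0168, and adjusted p = 0.606 with an estimated correlation). DANCR stood at -0.70 ± 0.17 (adjusted p = 0.0507) and SNHG8 at -0.69 ± 0.20 (0.103, and -0.45 without RNase H OE replicate 4), and 3 members were lower when adjusted over the list alone. DNA replication genes fell, with 18 of 20 below 0 and a median of -0.15 (camera adjusted p = 0.0488, and adjusted p = 0.298 with an estimated correlation), with 1 lower when adjusted over the list alone. MCM7 stood at -0.55 ± 0.15 (0.0932) and GINS2 at -0.32 ± 0.16. Ribosomal proteins fell, with 65 of 71 below 0 and a median of -0.14 (camera adjusted p = 0.0128, and adjusted p = 0.741 with an estimated correlation), with none passing when adjusted over the list alone. RPS2 stood at -0.39 ± 0.15 and RPL23A at -0.38 ± 0.15. The ribosomal median was -0.28 without combined replicate 4 alone (adjusted p = 1.47e-10, and 0.502 with an estimated correlation). None of the 3 lists passed with the log2 library total as a covariate and without combined replicate 4. The medians were then 0.08 for ribosomal proteins (adjusted p = 0.174), -0.05 for snoRNA hosts (0.606) and -0.18 for DNA replication (0.178). DNA replication also missed the threshold with upper-quartile scaling (0.0676) and with the covariate alone (0.0549). Cholesterol synthesis genes at 0.17, double-strand break repair genes at -0.08 and amplicon genes at 0.14 did not pass (camera adjusted p = 0.14 each). Double-strand break repair passed at -0.18 (0.021) without combined replicate 4, but not with an estimated correlation as well (0.279). By value, AREG stood at -0.57 ± 0.14 (0.0574), HMGCR at 0.83 ± 0.21 (0.0574), PPM1D at 0.77 ± 0.20 (0.0637), MUC1 at -1.10 ± 0.29 (0.0701), CALR at -0.75 ± 0.23 and TOP2B at 0.50 ± 0.18. Signs of median, mean and test differed for RNase H2 and R-loop factors, interferon-stimulated genes, immediate early genes, hypoxia and glycolysis, and luminal and basal markers.

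edgeR called 43 genes in that comparison, 11 higher and 32 lower, with 1327 (12.8%) at an unadjusted p under 0.05. The count was 21 and 19 without control replicates 1 and 3, 18, 13, 13 and 81 without RNase H OE replicates 1 to 4, and 20 without TOP1 KD replicate 1. It was 18, 13 and 13 without combined replicates 1 to 3, and 63 without combined replicate 4, with 40 of the 43 kept in that last case. Across genes, log2 fold changes of the 2 TOP1 KD contrasts, which share no library, had a Pearson r of 0.239 (jackknife SE 0.122 over libraries). Those of the 2 RNase H OE contrasts had an r of 0.130 (SE 0.132), and genes are not independent replicates. TOP1 and H2BC21 were called in the same direction in both TOP1 KD contrasts.

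The interaction asks whether the response to TOP1 KD differs with the plasmid. No gene passed with edgeR, where the smallest adjusted p was 0.225 and 709 genes (6.85%) had an unadjusted p under 0.05. DESeq2 called 1 gene, limma-voom 0, and edgeR 1 without combined replicate 1. By value, EGR1 stood at -0.93 ± 0.26 and FANCD2 at -1.20 ± 0.31 (adjusted p = 0.459 each), and MUC1 at -1.08 ± 0.39 (SE, n = 4 per group). SPDEF stood at -0.71 ± 0.27, PPM1D at 0.81 ± 0.27, TOP2B at 0.75 ± 0.25 and COL1A1 at -1.49 ± 0.74. Luminal markers had a lower response, with 11 of 14 below 0 and a median of -0.28 (camera adjusted p = 0.0244, and adjusted p = 0.269 with an estimated correlation). Ribosomal proteins did too, with 66 of 71 below 0 and a median of -0.32 (camera adjusted p = 4.85e-06, and adjusted p = 0.892 with an estimated correlation). RPL28 stood at -0.54 ± 0.22 and RPS2 at -0.52 ± 0.21. No member of either list passed over all genes or adjusted over the list alone. With the log2 library total as a covariate and without combined replicate 4 the ribosomal median was 0.15 (adjusted p = 0.0164) and the luminal median -0.05 (adjusted p = 0.811). The covariate alone gave an adjusted p of 0.0759 for luminal markers. Mitosis genes had a median of 0.23 (adjusted p = 0.136), and signs differed between median, mean and test for topoisomerases, estrogen receptor targets, immediate early genes, cholesterol synthesis and double-strand break repair.

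**Figure D3:**
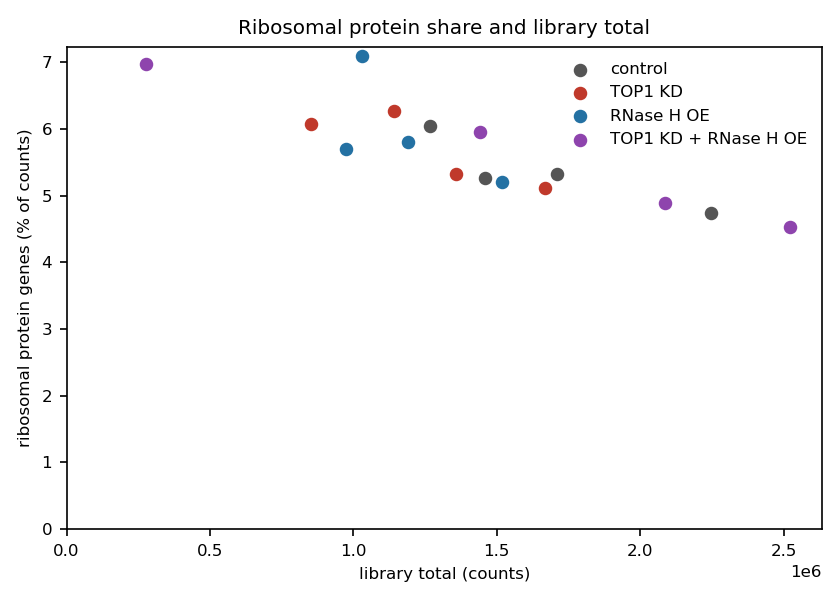
Share of counts in ribosomal protein genes (percent, axis from 0) against library total (counts, axis from 0), with 1 point per library coloured by group. The share averaged 5.34% in control, 5.70% in TOP1 KD, 5.95% in RNase H OE and 5.59% in the combined group, and shallower libraries had higher shares (r = -0.815 with log2 total).

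Long genes were compared with short genes, since topoisomerase I acts where transcription twists DNA. The median log2 CPM of genes spanning over 100 kb minus that of genes under 10 kb was -0.47 ± 0.07 in control, -0.50 ± 0.22 in TOP1 KD, -0.38 ± 0.09 in RNase H OE and -0.19 ± 0.37 in the combined group (SD, n = 4 each). Against control the difference was -0.03 for TOP1 KD, 0.09 for RNase H OE and 0.28 for the combined group, with two-sided exact permutation p of 0.8286, 0.171 and 0.0857. It was 0.31 (exact p = 0.229) against TOP1 KD and 0.19 (exact p = 0.514) against RNase H OE. None of the 5 passed, the smallest Benjamini-Hochberg adjusted value was 0.381, and 0.0286 is the smallest p that 4 against 4 allows. A single contrast at that p has an adjusted value of 0.143, so the design could not call 1 contrast alone. The first 3 replicates of the combined group lay between -0.435 and -0.319 and replicate 4 at 0.354. Without it the difference from control was 0.1001 (exact p = 0.171), while without combined replicate 2 it was 0.363 (exact p = 0.0286, also the smallest possible). At limits of 200 and 20 kb the difference from control was -0.04 for TOP1 KD, 0.04 for RNase H OE and 0.24 for the combined group. The slope on log10 span with a GC term differed from control by -0.016, -0.007 and 0.046, so the RNase H OE value turned sign. No contrast passed under either alternative. In TOP1 KD against control the median log2 fold change was 0.07 over 2228 genes under 10 kb and -0.04 over 656 genes above 200 kb. By expression, the decile of most abundant genes had medians of 0.09 in TOP1 KD and 0.07 in RNase H OE against control. In the combined group it had 0.01 against control, -0.09 against TOP1 KD and -0.08 against RNase H OE. The interaction had the largest shift of that decile, -0.19.

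Contrasts that share the control libraries were correlated across genes, where genes are not independent replicates. Pearson r was 0.299 between TOP1 KD and RNase H OE, 0.343 between TOP1 KD and the combined group and 0.379 between RNase H OE and the combined group. The values were 0.454, 0.401 and 0.399 in simulated unchanged groups and -0.00223, 0.137 and 0.133 with the controls split between the contrasts. Covariance minus simulated covariance was -0.0045, 0.0278 and 0.0230. TOP1 KD and the combined group shared 1 higher and 1 lower call, H2BC21 and TOP1, where independent lists would share 0.00561 and 0.0154, and RNase H OE shared 0 calls with either.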

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

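The tests of the TOP1 and plasmid labels, both tests of ribosomal proteins against depth, and the depth covariate fitted without combined replicate 4 were chosen only after the results were seen. Of 128 groups of 4 libraries over 32 measures, 10 held a library set apart from the other 3 by most of the group's range, where chance gives about 1 in 20 groups, or 6.4, and 4 of the 10 were in combined replicate 4.

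Combined replicate 4 had a median correlation of 0.802 with the other libraries (0.942 to 0.956 for the rest of its group), basal and mesenchymal markers of 130 CPM (71.4 to 79.7), a long minus short gene difference of 0.35 log2 CPM (-0.435 to -0.319) and TMPO-AS1 at 155 CPM (49.3 to 62.7). Depth alone did not account for it, since with all libraries thinned to its total the gap in correlation to the lowest other library was still 0.0798 (0.764 against 0.844), and after removing the trends with GC content and length (rho -0.402 and 0.2197 with its deviation) a gap of 0.0509 stayed. Blood and endothelial cells were argued against, because those markers summed to 18.0 CPM (highest other 46.4). Its TOP1 level was 81.2 CPM, against 57.6 in the highest other depleted library and 133 in the lowest with control siRNA. That level was nearer to the depleted library by 0.214 on the log2 scale. It rests on 21 counts, whose counting error is wider than this margin, so a wrong siRNA label is not decided. At equal depth the library also lay 0.0805 below the lowest with TOP1 siRNA and the empty plasmid. That measure takes all other libraries together and does not depend on the plasmid label, so an exchanged plasmid label is not decided either. Its deviations from the group mean correlated with those of replicate 4 in control, RNase H OE and TOP1 KD at 0.122, 0.216 and 0.246. A batch shared by that number was not tested as an explanation. Basal or mesenchymal cells stay open, since that sum, the highest of the 16, passed the highest other (122) by less than the SD of 18.9 (difference -11.3 from the bound), as do a difference in RNA quality or library preparation and a mixture of these trends, and no biological explanation was tested.

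Ribosomal proteins differed in their response between plasmid backgrounds, with a median interaction of -0.32 (camera adjusted p = 4.85e-06, and adjusted p = 0.892 with an estimated correlation). Library depth may contribute, since within groups the mean log2 CPM of the list changed by -0.413 ± 0.0968 (SE) per doubling of depth in the 15 libraries without combined replicate 4 and by -0.177 in all 16. With depth in the fit of all 16 libraries the RNase H OE median went from 0.22 to 0.10 and its adjusted p to 0.0642, as the estimate shrank, while the interaction stayed called (adjusted p = 0.0202), and without combined replicate 4 the covariate turned the sign of the interaction to 0.15. Per doubling of depth the 50 most abundant genes rose by 0.731 on the log2 scale in the 15 libraries and 0.845 in all 16, and the 50 most abundant outside the list by 0.778 and 0.871, where 1 is proportional, which is consistent with saturation of molecular barcodes or of sampling and argues against ribosomal proteins alone. An effect of the treatments on ribosomal protein transcripts stays open.

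Luminal epithelial markers also differed in their response, with a median interaction of -0.28 (camera adjusted p = 0.0244, and adjusted p = 0.269 with an estimated correlation). Library depth may contribute here too. With depth in the fit the list did not pass (camera adjusted p = 0.0759), and without combined replicate 4 as well the median was -0.05 (0.811). Within groups its mean log2 CPM changed by -0.144 ± 0.0439 (SE) per doubling of depth without that library, and by 0.016 in all 16. Blood and endothelial markers summed to 38.7 CPM in control replicate 2 (28.0 to 29.8 in the rest of its group). H2BC21 stood at 40.3 CPM in RNase H OE replicate 3 (33.6 to 34.7), EPPK1 at 117 CPM in RNase H OE replicate 4 (76.7 to 81.9) and TMPO-AS1 at 21.005 CPM in RNase H OE replicate 1 (35.7 to 37.7). RNU4ATAC stood at 25.0 CPM in combined replicate 1 (7.05 to 8.82), and DANCR at 215 CPM in TOP1 KD replicate 2 (165 to 168).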

How the results depend on the processing

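The library total as a covariate, sample quality weights, and lists without combined replicate 4, also with an estimated correlation, were tests chosen only after the results were seen. Contrasts follow in the order TOP1 KD, RNase H OE and combined against control, combined against TOP1 KD, combined against RNase H OE, and interaction. Called genes numbered 5, 1, 82, 3, 43 and 0. They were 5, 1, 89, 3, 47 and 0 with RLE scaling, 1, 0, 85, 3, 44 and 0 with upper-quartile scaling, where TOP1 alone passed in the first contrast, and 46, 6, 196, 57, 113 and 5 with no filter. The stricter filter gave 5, 1, 86, 3, 43 and 0, DESeq2 60, 5, 254, 140, 159 and 1, and limma-voom 1, 0, 80, 1, 44 and 0. A fit on only the groups compared gave 63, 1, 51, 1 and 10 and cannot give the interaction. Thinned counts gave 2, 1, 19, 3, 21 and 0 over the 6100 genes left. The library total as a covariate gave 29, 0, 193, 328, 276 and 1, the same without combined replicate 4 gave 19, 0, 65, 2, 11 and 0, and quality weights gave 121, 1, 449, 13, 141 and 2. Leaving out 1 library gave 1 to 56, 0 to 2, 14 to 131, 1 to 5, 13 to 81 and 0 to 1. The highest count in TOP1 KD came without combined replicate 4, and the other 15 libraries gave 1 to 12. The cause was not tested except as described under other observations.

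The replicate block gave 42, 1, 453, 243, 231 and 1 calls. Replicate numbers were not taken to pair the libraries, since the labels name no shared batch. Same-numbered deviations correlated at -0.108 to 0.246, over 0.1 in 11 of 24 pairs (median 0.0941, against -0.0277 for other numbers). Pairs of replicate 4 ran from 0.122 to 0.246 and pairs of replicate 2 from 0.0979 to 0.173. No pair of replicates 1 or 3 passed 0.1, and pairs of unlike numbers reached 0.203. In 10 of 16 libraries the best correlation was with their own number. A batch shared by numbers 2 and 4 is a hint from the data and stays open. The block ended the interferon call in the combined group against TOP1 KD (adjusted p = 0.0579) and added mitosis there (0.0442). Mitosis also passed there with upper-quartile scaling (0.0483) and with the library total as a covariate (0.0356), which called it in TOP1 KD (0.0276) and the interaction (0.0202) as well.

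Ribosomal proteins reversed with the library total as a covariate and without combined replicate 4, to -0.0795 in TOP1 KD, -0.0368 in RNase H OE, 0.138 in combined against TOP1 KD, 0.0792 in combined against RNase H OE and 0.152 in the interaction, and the cause was not tested beyond the depth trend. Over 10 alternatives per list the luminal call in TOP1 KD was kept in 9. Those of cholesterol synthesis, p53 targets, DNA replication and double-strand break repair were kept in 8 each and that of snoRNA hosts in 7. The losses came with the estimated correlation without combined replicate 4, for all but luminal markers also in 16 libraries, and for snoRNA hosts also with fry. No alternative for lists left out any library but combined replicate 4. Whether the list calls in TOP1 KD rest on a single control or TOP1 KD library was thus not tested. The ribosomal call was kept in 5 in TOP1 KD, 5 in RNase H OE, 6 in combined against RNase H OE and 6 in the interaction, with 1 of the 10 reversed in each. In combined against RNase H OE snoRNA hosts were kept in 6 and DNA replication in 5. Interferon-stimulated genes and ATF4 targets in combined against TOP1 KD and luminal markers in the interaction were kept in 5 each. Of the list results under alternatives, 1183 kept their side of the threshold, 50 lost a call, 22 gained one and 5 reversed. The 1183 include lists called in neither fit, whose direction could differ. Of 33 calls of named genes 10 were kept under every alternative and 0 changed sign. H2BC21, CAV2 and EPPK1 in TOP1 KD were kept in 13, 14 and 13 of 28, POLR3G in 13 of 27.

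Agreement across genes of the RNase H OE contrasts was 0.282 over genes at or above median abundance, against 0.130 over all. With 1 library left out it ranged from 0.0331 to 0.180, and that of the TOP1 KD contrasts from 0.139 to 0.267. The long minus short difference ranged from -0.107 to 0.0564, 0.0605 to 0.126, 0.1001 to 0.363, 0.127 to 0.390 and 0.0108 to 0.274. The exact p reached 0.0286, the smallest possible, only without combined replicate 2 (0.363), and 1 contrast alone could not pass once adjusted (0.143), so the adjusted values say nothing about stability. In data simulated from the depth and spread of these libraries, 66% of 50 genes changed 2-fold and 20% of 50 changed 1.5-fold were recovered for TOP1 KD among 10063 genes, 64% and 18% for RNase H OE among 10055, and 72% and 12% for the combined group among 10051. The simulations called 139, 138 and 143 genes, against 5, 1 and 82 in the deposited data. More calls make the adjusted threshold easier to pass, so these shares overstate detection here, most for TOP1 KD and RNase H OE. Changes under 2-fold were thus often not detectable at this depth, and many 2-fold changes may have been missed too.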

Other observations

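The gene groups, the overlap of calls and the test of the spread described below were chosen only after the results were seen. The fit of genes without combined replicate 4 was among the alternatives set beforehand, but it was singled out only after the results were seen. Of 11 gene groups defined from symbols and biotypes, 9 had at least 3 tested genes. In TOP1 KD against control histone genes, taken by symbol, rose as a group, with 15 of 22 above 0 and a median log2 fold change of 0.26 (camera adjusted p = 0.000596, and adjusted p = 0.0519 with an estimated correlation). H2BC21 was the single member called. The group also holds the linker histone genes H1-0 and H1-10, with means of 271 and 478 CPM over the libraries, and the pseudogenes H2BC19P and H2BC20P. Core histone transcripts mostly lack a poly(A) tail, and their genes are near-identical copies, but this does not cover the whole group. Keratins had 8 of 10 members above 0 and a median of 0.40 (camera adjusted p = 0.000425, and adjusted p = 0.0258 with an estimated correlation), and share members with the luminal list. Antisense transcripts had 97 of 148 above 0 and a median of 0.19 (camera adjusted p = 0.00892, and adjusted p = 0.0519 with an estimated correlation), and long noncoding RNAs 317 of 531 and 0.15 (0.0294, and 0.0575 with an estimated correlation). Zinc finger genes, collagens, tRNA synthetases, mitochondrial ribosomal proteins and proteasome subunits did not pass in TOP1 KD, and no group passed in another contrast. The linker histone gene H1-3 fell by 3.09 ± 0.71 in the combined group (SE, n = 4 against 4, edgeR adjusted p = 0.0351). H4C3 fell and H2BC21 rose there too. Mean abundance over the libraries was 7.64 CPM for H1-3, against 1474 CPM for H4C3. The H1-3 mean lies below the 10.8 CPM that 3 counts make in combined replicate 4. Its fall thus rests on few counts, and its size is uncertain.

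Without combined replicate 4, edgeR called 56 genes in TOP1 KD against control. Among them PCAT6 rose by 1.09 ± 0.22 on the log2 scale (adjusted p = 0.0205), TSC22D3, a glucocorticoid-induced gene, by 1.08 ± 0.24 (0.0356), PDCD4 by 1.03 ± 0.21 (0.0261) and PNRC1 by 0.88 ± 0.19 (0.0336). CENPK, which encodes a centromere protein, fell by 1.36 ± 0.32 (0.0453) and ARV1, which acts in sterol transport, by 1.08 ± 0.22 (0.0205). These 56 calls and the 63 of the combined group against RNase H OE, which share no library, had 14 genes in common, 7 higher and 7 lower, where independent lists would share 0.0505 and 0.117, and 0 moved in opposite directions. They were ABCG1, ARV1, CYTH2, DSCAM-AS1, EDN2, H2BC21, HSPB8, MORC4, MRPS34, PDCD4, PNRC1, RHBDD2, RHOBTB3 and TOP1. Of the 55 other than TOP1, 48 had the same sign in both contrasts. Both contrasts use 1 set of spread estimates, so the overlap is not fully independent.

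The count of calls was 82 in the combined group and 5 in TOP1 KD. A candidate explanation is that combined replicate 4 raised the spread estimated for all groups, since without it the counts were 62 and 56, a ratio of 1.11, and the common biological coefficient of variation went from 0.183 to 0.166. The omission also leaves 3 combined libraries, which lowers the power for that group. A fit on only the groups compared gave 51 and 63. Quality weights, with 0.397 for that library, gave 449 and 121. The depth covariate without that library gave 65 and 19, so the fits disagree on this explanation. That leaves open whether the combined treatment changes more genes than TOP1 KD alone, and the interaction called 0 genes with edgeR (709 at an unadjusted p under 0.05, 1 with DESeq2 and 0 with limma-voom).

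The hypothesis that TOP1 KD acts alike in both plasmid backgrounds was tested before its result was seen. Of the 42 genes other than TOP1 called within RNase H OE, 37 (88.1%) had the same sign in TOP1 KD against control, and 5 of the 70 signed splits of the control and TOP1 KD libraries gave a share as high, with 95.2% as the highest other. A share of splits of 0.05 or more had been set beforehand as counting against the hypothesis. After the result was seen, that reading was changed to leaving the question open, because a shared effect sets no limit on how often other splits of 8 libraries reach such a share. Chance may therefore account for the share of signs.

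Other splits of the libraries were refitted, 35 for each contrast of 2 groups and 100 for the interaction, the real split included. For called genes, 1 of 35 splits gave as many as the real one in 4 contrasts. These were TOP1 KD (5 real, 0 highest other) and the combined group against control (82 and 0), TOP1 KD (3 and 1) and RNase H OE (43 and 29). That is the smallest share 35 splits allow, and shares were not adjusted over contrasts. Each of these 4 counts passes 0.05 singly, which does not exclude chance for the set. Where TOP1 siRNA is compared with control siRNA, the counts include the siRNA target TOP1. In RNase H OE 3 of 35 splits gave as many (1 and 1), so chance cannot be excluded. In the interaction the real count was 0, which all 100 of 100 splits must reach (highest other 3), so the splits decide nothing there. For called lists, 1 of 35 splits gave as many in TOP1 KD (7 real, 5 highest other). Again this is the smallest possible share and passes 0.05 only singly and unadjusted. Chance cannot be excluded for lists in RNase H OE (29 of 35 splits, 1 real, 6 highest other), in the combined group against TOP1 KD (18 of 35, 2 and 5) and against RNase H OE (18 of 35, 3 and 6), or in the interaction (60 of 100, 2 and 8). In the combined group against control 0 lists were called, so 35 of 35 splits gave as many (highest other 7) and decide nothing. Splits with 5 to 8 called lists may reflect structure between libraries within groups that the preset correlation does not cover. The split that exchanged only control replicate 4 and TOP1 KD replicate 1 also called 5 lists. A group effect left in such splits was not told apart from that structure.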
